A study of Ambystoma mexicanum with 25 samples. Its data were reported in "Molecular basis of positional memory in limb regeneration" (2025).

How the data were processed

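RNA was measured in 25 libraries of sorted axolotl (Ambystoma mexicanum) limb blastema cells, the progenitor cells that gather at the stump after amputation. Blastema cells of an Alx4:mCherry, Hand2:EGFP double-reporter line were sorted into anterior cells (A, mCherry-positive and EGFP-negative) and posterior cells (P, EGFP-positive) at 15 d.p.a. (days post-amputation). Each of A and P had 4 libraries from 45 ng of RNA (higher input) and 4 from 4.5 ng (lower input), numbered alike. For transplantation, anterior cells of uninjured limbs of the same line were sorted as mCherry-positive and EGFP-negative. They were injected into the anterior side (A→A, 2 libraries) or the posterior side (A→P, 2 libraries) of an unlabelled limb. Labelled cells were then sorted from blastemas at 12 d.p.a., and these libraries also used 4.5 ng. A→A cells were sorted for mCherry and A→P cells for EGFP, so the sort differed between these groups as it did between A and P. Anterior blastema cells carrying an mCherry–Hand2 transgene (Hand2, 3 libraries) or mCherry alone (2 libraries) were taken at 14 d.p.a. from 16 cm animals, with 0.7 ng of RNA per library. They were sorted for mCherry, which in both transgenes was driven by the mouse Prrx1 limb enhancer and not by Alx4. The study chose mCherry–Hand2 limbs of weaker phenotype, since no limb formed under strong misexpression.

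The values deposited by the authors are raw counts of reads per gene, with the lanes of a library added together. Per the labels, the libraries were QuantSeq REV libraries, which read the 3′ ends of transcripts. The authors' methods name Trimmomatic for trimming, HISAT2 for mapping to the AmexG_v6.0-DD genome and featureCounts for counting, with gene names derived from the AmexT_v47 transcriptome. How reads with several mapping positions, shared between near-identical or overlapping genes, were counted was not stated, so the counts of such genes are uncertain. No molecular identifiers were stated, so copies made by PCR count as separate reads. The table held 99091 rows, of which 3 were reporter sequences (mCherry, EGFP and TFP) and 99088 were gene identifiers without symbols. All values were whole numbers, and 0 columns lacked a sample.

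Of the 99088 identifiers, 0 matched an identifier of the RefSeq gene table used for names. Genes are therefore given by identifier, at most 2 in each direction. The lists of transcription factors, signalling genes and cell type markers that had been planned, and the planned values for Hand2, Alx4, Shh and Fgf8, need symbols and were not analysed here. The Hand2 transgene has no row of its own in the table. The rule for naming genes had asked for 5 genes with symbols in each direction of every comparison. It was applied without symbols to P against A at higher input only, and the named genes are the 2 with the smallest p in each direction among genes called in that comparison whose CPM values did not overlap between groups.

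Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, glmQLFit with the current quasi-likelihood method, glmQLFTest, two-sided), using only the libraries of the groups compared and genes with at least 100 counts in total over them. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The 100-count threshold and the higher-input A and P libraries as comparators follow the methods of the study, with edgeR in place of DESeq2. Of the 11 comparisons, P against A at lower input, mCherry against A, and lower against higher input in A and in P are additions to those the study describes. The design, the alternatives and the naming rule were fixed before the data were examined. The default of this edgeR version is the legacy quasi-likelihood method. The current method was used because the legacy method was listed as the alternative. Counts of calls under both methods were seen before the remaining steps were written.

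Anterior genes are the genes called lower in P than in A at higher input, and posterior genes those called higher. The share of each set called in the same direction in another group against A was given a 95% Wilson interval, which treats genes as independent and covers counting error only. These comparisons share the A libraries that define the sets. The share was therefore also computed for 50 simulated groups with no change from A, and for every pair of lower-input A or P libraries in place of the transplant libraries. Sets were tested between groups that share no library with their definition, on log2 CPM values (prior count 2), with camera (inter-gene correlation 0.01) and fry of limma 3.58.1, and against 10000 random lists matched on mean expression. Principal components used the 1000 most variable genes of the lower-input A, P, A→A and A→P libraries after the variance-stabilising transformation of DESeq2 1.42.0. The floor for a row at 0 is 3 counts over the group. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

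The tests were tested on simulated data with the means, library sizes and spread of the real genes and 200 genes changed 4-fold or 8-fold. The spread of a gene was estimated over both groups of a comparison and used for both. The simulations therefore leave out any difference in spread between the groups. For P against A at higher input (17267 genes), edgeR called 85% of the changed genes and 9.57% of its calls were false. For P against A at lower input (16108 genes), it called 44% and 22.1% of calls were false. For A→P against A (16473 genes), it called 51% and 15% were false. For A→A against A (15810 genes), it called 6.5%, with 3 of 16 calls false. For Hand2 against A (16826 genes), it called 67% and 7.59% were false, and for mCherry against A (16031 genes) it called 0%. For A→P against A→A (12518 genes), it called 2.58%, with 1 of 6 calls false, and for Hand2 against mCherry (14118 genes) it called 1.03%, with 7 of 9 calls false. False calls thus exceeded the 5% aimed at. Under the legacy method the false share was 6.78% for P against A at higher input, 9.88% at lower input, 2.27% for A→P against A and 66.7% (8 of 12 calls) for A→P against A→A, and it made 0 calls for A→A against A, Hand2 against mCherry and mCherry against A. DESeq2 was tried on 3 of these simulations, and 36.7% to 97.1% of its calls were false. All these false shares depend on the number of genes changed and do not carry over to the real calls.

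Replicates were compared before use. None of the 30 pairs of libraries within groups was identical, and their chi-square per gene was 48.9 to 1300, far above sampling noise. A and P libraries with the same number came from one blastema preparation, as the methods state, and their deviations from the group means were correlated (across genes, r of 0.0828 to 0.141 for same-numbered pairs at higher input, against −0.0662 to −0.00132 for other pairs). At lower input these correlations were 0.0123 to 0.0476, against −0.0248 to 0.00574. The methods describe 4 replicates each of A and P cells and list both inputs. Same-numbered libraries of the different inputs were thus probably made from the same cells, although this is not stated outright. The deviations of these libraries were correlated too, with r of 0.0613 to 0.126 in A and 0.0423 to 0.0709 in P. Other pairs gave at most 0.018 and 0.0153. The study's comparisons state no block, so the fits have none, and the fits with the block are alternatives.

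Molecular yield was estimated for libraries of 4.5 ng and 0.7 ng from the share of genes at 0 counts among genes of 1 to 1000 CPM at higher input, assuming Poisson sampling of molecules, a constant share of absent genes and the expression profile of A, of P or of their mean. Alternatives for each result were DESeq2, its size factors, other filters on low counts, thinned counts, the legacy method, 1 model over all 25 libraries, the replicate number as a block, lower-input comparators, other gene sets and settings of the set tests, other settings of the principal components, and leaving out each replicate in turn.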

Results

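To compare gene expression along the anterior–posterior axis of the regenerating limb, RNA of sorted blastema cells was counted in 25 libraries of 8 groups. A and P cells (n = 4 each) were profiled at 45 ng and again at 4.5 ng of RNA. A→A and A→P cells (n = 2 each) were profiled at 4.5 ng, and cells misexpressing mCherry–Hand2 (n = 3) or mCherry alone (n = 2) at 0.7 ng. Library totals lay between 16563607 and 55287912 counts. The mCherry replicate 1 library was the smallest, and the other 24 held at least 26971594.

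The number of genes with at least 1 count was higher at 45 ng than at 4.5 ng. It was 18704 ± 416 (SD, n = 4) in A and 18442 ± 206 (n = 4) in P at 45 ng. At 4.5 ng it was 14247 ± 654 in A (n = 4) and 14434 ± 1028 in P (n = 4), with totals of 26971594 to 52489140 counts. The A→P libraries had 13661 and 14969 genes, close to the non-transplanted libraries of that input. The A→A libraries had 11994 and 6106, fewer than any other library of that input. At 0.7 ng, the Hand2 libraries had 15455 to 16422 genes, and the mCherry libraries had 8919 and 14741. The 10 most abundant genes took 10.7% to 16.6% of the counts in every library except mCherry replicate 1, where they took 22.0%.

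**Figure D1:**
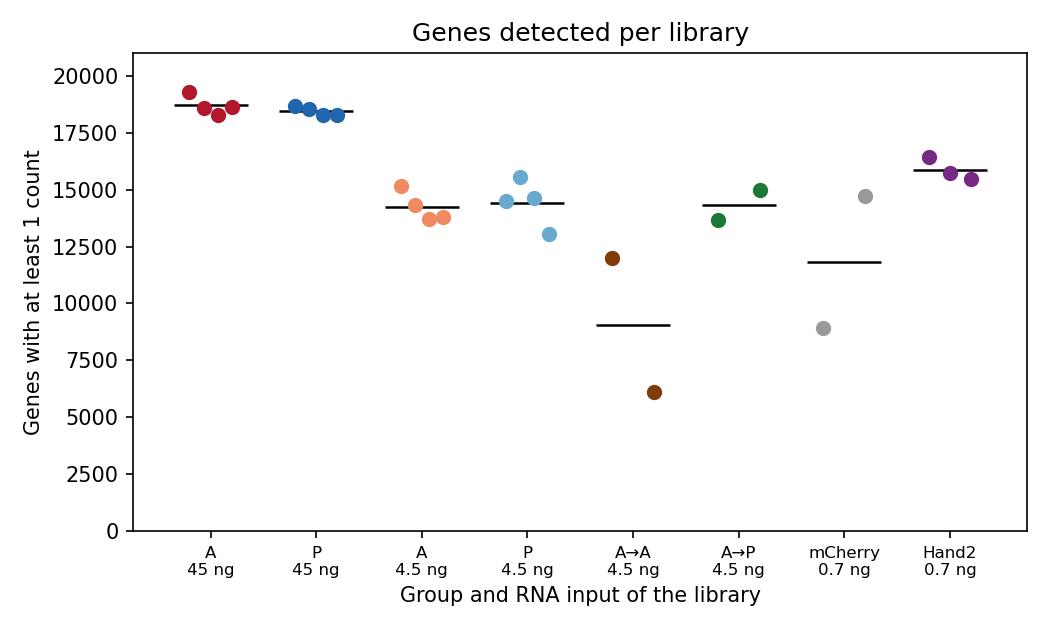
Number of genes with at least 1 count (vertical axis) in each of the 25 libraries (points), by group and RNA input, with the group mean as a line. A→A replicate 2 (6106 genes) and mCherry replicate 1 (8919 genes) lie far under the other libraries.

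The reporter rows checked the sorts. EGFP had 0 counts in all 4 higher-input A libraries and 12.5 ± 5.63 CPM in P (SD, n = 4), at least 605-fold higher against the floor of 3 counts over the A libraries. EGFP was also at 0 in both A→A libraries and at 25.6 and 43.6 CPM in the A→P libraries. In reads, against the same floor, this was at least 1680-fold higher than in A and 805-fold higher than in A→A. The A→A libraries had an estimated 235 and 950 reads per molecule, so the floor of 3 counts is far below a whole molecule there. The fold over A→A is therefore no bound on molecules. At lower input, EGFP was at 35.4 ± 10.3 CPM in P and, in A, at 0 in 2 libraries, 0.201 CPM in replicate 2 and 6.91 CPM in replicate 4. The mCherry row fell from 18.8 ± 5.31 CPM in A to 2.4 ± 2.29 in P at higher input (log2 fold change −3.08 ± 0.46 SE, edgeR adjusted p 4.84e-05). It had 96 and 0 counts in the A→A libraries, 0 and 303 in the A→P libraries, 0 and 72 in the mCherry libraries and 0 in all 3 Hand2 libraries. Of these groups, all but A→P were sorted for mCherry, so a count of 0 in this row did not mark cells that lacked the reporter in these libraries. Whether the sequence of this row includes the 3′ end of the misexpression transcripts was not stated, so the row may not measure mCherry in the Hand2 and mCherry groups. TFP had 0 counts in every library. A count of 0 covers counting error only, because PCR copies are not independent molecules. The folds against 0 counts are thus bounds on reads and not on molecules.

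P was first compared with A at higher input, which asks which genes are stratified along the axis in the blastema. Of 18273 genes tested, edgeR called 1483 at an adjusted p under 0.05, 396 higher and 1087 lower in P. The largest change among the alternatives came from 1 model over all 25 libraries, which called 167 genes. The median log2 fold change over all genes was −0.01.

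The 2 genes with the smallest p in each direction had large differences at both inputs. AMEX60DD056215 rose from 29.9 ± 7.83 CPM in A to 216 ± 25.7 in P (SD, n = 4 each; log2 fold change 2.81 ± 0.16 SE, edgeR adjusted p 2.95e-11). AMEX60DD045298 rose from 7.73 ± 3.66 to 108 ± 13.0 CPM (3.75 ± 0.23, edgeR adjusted p 7.64e-11). AMEX60DD026267 fell from 3660 ± 1360 to 17.2 ± 6.24 CPM (−7.78 ± 0.29, edgeR adjusted p 1.38e-14). AMEX60DD028125 fell from 2080 ± 656 to 22.4 ± 7.14 CPM (−6.59 ± 0.25, edgeR adjusted p 1.38e-14). At lower input the log2 fold changes of these genes were 3.44 ± 0.38, 5.11 ± 0.70, −8.35 ± 0.26 and −5.64 ± 0.24 (SE) in the same order, all called. At that input AMEX60DD045298 was at 13.1 CPM in A replicate 1 and at most 0.0223 CPM in the other 3 A libraries. In A→P the genes higher in P were at 88.0 ± 22.0 and 159 ± 99.7 CPM (SD, n = 2), called higher than in A. AMEX60DD056215 was not called in this comparison with the replicate number as a block or with 1 model over all 25 libraries, and it was called lower in A→P than in P (log2 fold change −1.27 ± 0.20). The genes lower in P were at 4.05 ± 0.00863 and 3.16 ± 3.59 CPM in A→P, called lower than in A. In A→A the latter genes were nearly absent as well: AMEX60DD026267 had 1 and 0 counts, and AMEX60DD028125 had 0 and 1. AMEX60DD056215 had 0 counts in both A→A libraries, and AMEX60DD045298 had 26.3 and 0.0315 CPM there. AMEX60DD026267 and AMEX60DD028125 were also low in cells sorted from the anterior blastema of the misexpression experiment. In the mCherry controls they were at 35.4 ± 41.6 and 24.2 ± 31.0 CPM (SD, n = 2). The first was called lower than in A there and the second was not (edgeR adjusted p 0.0407 and 0.0513). In the Hand2 libraries they were at 146 ± 104 and 32.6 ± 13.8 CPM (n = 3). Of the genes higher in P, AMEX60DD045298 was at 118 ± 62.4 CPM in Hand2, called higher than in A (log2 fold change 4.19 ± 0.42 SE). It was at 41.9 ± 48.5 CPM in mCherry, not called (edgeR adjusted p 0.0923). AMEX60DD056215 was called in neither group (edgeR adjusted p 0.361 in Hand2 and 0.269 in mCherry).

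**Figure D2:**
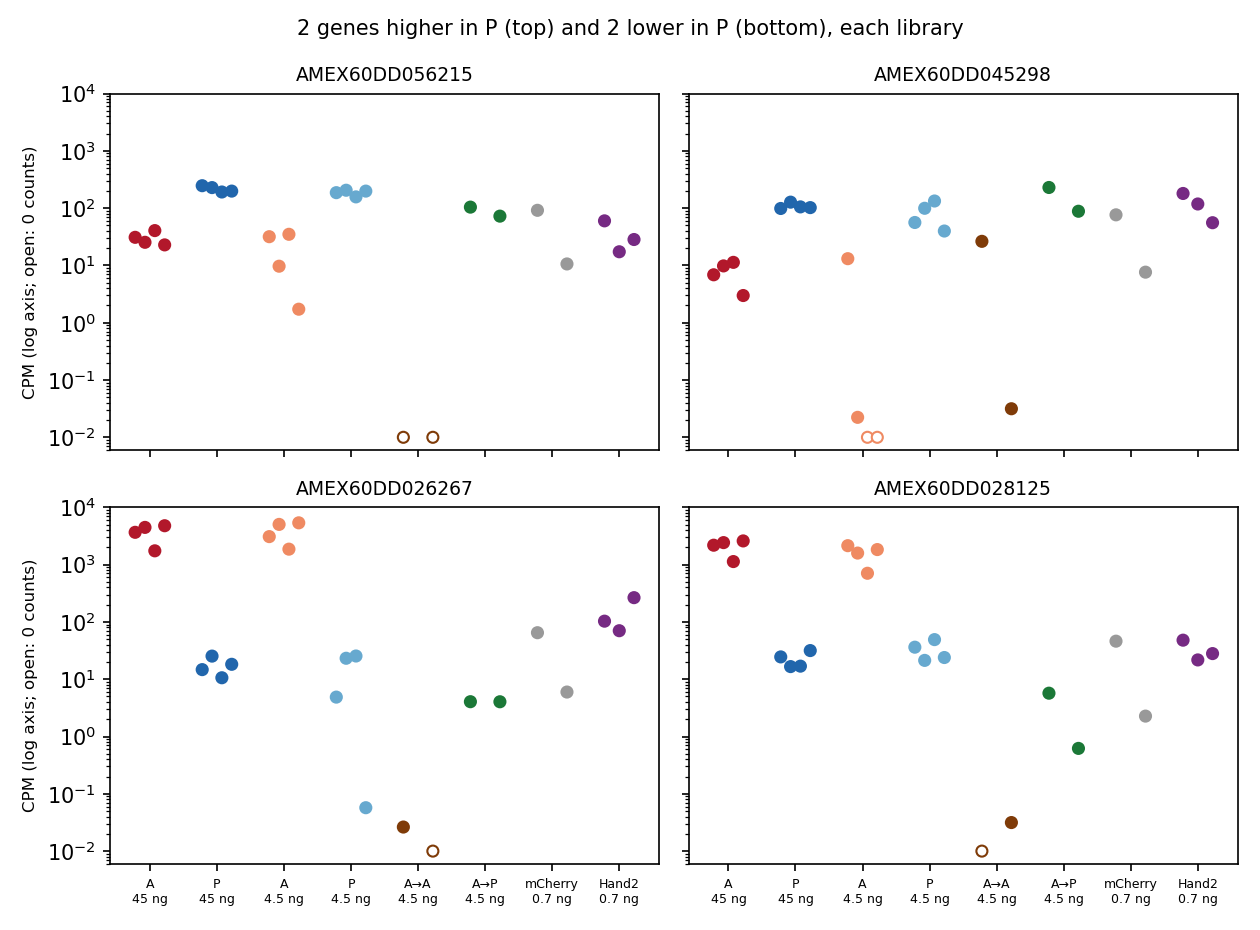
CPM of the 4 named genes (log axis) in each library, by group and RNA input, with open circles at the bottom for libraries with 0 counts. The genes higher in P are high in A→P, and the genes lower in P are lower in A→P, A→A, mCherry and Hand2 than in A.

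At lower input, P differed from A in 388 of 18421 genes (61 higher, 327 lower), and in 229 without P replicate 4. Of these, 334 were among the 1483 genes called at higher input, in the same direction, and 9 others were called at both inputs in opposite directions. Of those 9 genes, 8 were highest among the lower-input libraries in A replicate 1. Of the 1450 higher-input genes tested at lower input, 88.9% had the same direction there. edgeR's interaction test called a difference between inputs in the effect of P against A in 0 of 20415 genes, with 1152 at an unadjusted p under 0.05. Its smallest adjusted p was 0.765, so it called none of those 9 genes either. That fit has no block. With the replicate number as a block, edgeR called 1 gene (979 at an unadjusted p under 0.05). It was AMEX60DD001444, named after its values were seen (edgeR adjusted p 0.000518), which stood at 4700 CPM in higher-input P replicate 1 and at most 63.3 CPM in the other libraries of these groups. Input alone was compared within each side. The lower-input libraries differed from the higher-input ones in 112 genes in A (81 higher, 31 lower) and 355 genes in P (214 higher, 141 lower). Same-numbered libraries of both inputs had correlated deviations, and with the replicate number as a block the counts were 506 and 615. With DESeq2's size factors the split in A was 109 higher and 19 lower. Under DESeq2 more genes were lower than higher, with 394 higher and 569 lower in A and 692 higher and 1086 lower in P. The count in A was 360 without lower-input replicate 1, 46 and 49 without lower-input replicates 2 and 3, and 15 to 36 without any 1 of the higher-input libraries. The count in P was 198 to 213 without any 1 of the higher-input libraries.

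To ask whether transplanted anterior cells change their expression in a posterior environment, A→P was compared with A→A. edgeR called 11 of 15058 genes (1 higher, 10 lower in A→P), with 888 at an unadjusted p under 0.05. The split by direction depended on the setting, with 1180 higher and 349 lower under DESeq2, 796 and 344 with 1 model over all 25 libraries, 28 and 17 with the replicate block, and 25 and 26 without a filter. The median log2 fold change over all genes was 0.78, in the direction of the A→P libraries, in which more genes were detected. DESeq2 called 1529 genes. In a simulation of this comparison with 194 changed genes, 810 of its 834 calls (97.1%) were false. That share depends on how many genes are changed, so it does not give the false share of the 1529 calls. Leaving out A→A replicate 1 or 2 left 0 calls by edgeR, with 4186 or 1193 genes at an unadjusted p under 0.05, and leaving out A→P replicate 1 or 2 gave 18 or 4. edgeR called 2.58% of the genes simulated with a 4-fold or 8-fold change, so most differences of that size were not detectable with these libraries.

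Each transplant group was also compared with the higher-input non-transplanted cells. A→P differed from A in 2355 of 17514 genes (948 higher, 1407 lower) and from P in 2158 of 17161 (872 higher, 1286 lower). A→A differed from A in 1869 of 16743 genes (373 higher, 1496 lower), and 872 of the lower genes had 0 counts in both A→A libraries, against 412 of the lower genes of A→P. The median log2 fold change over all genes was −1.18 for A→A against A and −0.17 for A→P against A. These counts depended on the number of libraries fitted. They fell whichever A or P library was left out and rose whichever transplant library was. In the latter fits the spread comes from the A or P libraries alone. A→A against A gave 23 or 24 calls without any 1 of the A libraries, and 10673 or 6122 without A→A replicate 1 or 2. A→P against A gave 969 to 1145 without any 1 of the A libraries and 4363 or 6225 without A→P replicate 1 or 2. A→P against P gave 741 to 873 without 1 of the P libraries and 4418 or 6606 without A→P replicate 1 or 2. Input also differs in these comparisons. Against the lower-input libraries the counts were 355 for A→P against A, 630 for A→A against A and 363 for A→P against P.

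The share of anterior and posterior genes that moved towards P was then computed. In A→P, 50% of the anterior genes were called lower than in A (544 of 1087, 95% Wilson interval 47.1% to 53.0%) and 21.2% of the posterior genes were called higher (84 of 396, 17.5% to 25.5%). In A→A, 19.6% of the anterior genes were called lower (213 of 1087, 17.3% to 22.1%) and 4.29% of the posterior genes higher (17 of 396, 2.7% to 6.77%). The groups differ in how many changes could be detected: edgeR called 51% of simulated changes in A→P against A and 6.5% in A→A against A. Simulated groups without any change gave a median of 0.184% and 0% for A→P, and 3.13% and 1.52% for A→A. Their spread was estimated over A and the transplant group together, so it is not the spread of the transplant group alone. Real libraries of the same input gave a wider reference. Pairs of lower-input A libraries gave 0% to 4.51% of anterior genes lower and 1.77% to 7.83% of posterior genes higher, over 6 pairs. Pairs of lower-input P libraries gave 46.9% to 52.1% and 28% to 34.3%. The anterior share of A→P thus lay in the range of P pairs, and its posterior share lay between the A and P pairs. Some posterior genes moved the other way: 12.6% were called lower than in A in A→P and 18.7% in A→A. In pairs of lower-input libraries this share was at most 2.53% for A and at most 1.26% for P. Without any threshold on the second comparison, 90.7% of the anterior genes were lower in A→P and 77.5% in A→A, against 58.9% to 71.8% in pairs of lower-input A libraries and 96.0% to 96.6% in pairs of lower-input P libraries. Without any change, simulated groups with that joint spread gave a median of 45.9% for A→P and 43.35% for A→A. A profiles sampled to the molecule numbers of each group gave 63.1% and 75.4%, with 0% of anterior genes called lower in either, so the reference for A→A depended on the simulation. For posterior genes higher than in A, the shares were 52.0% in A→P, 27.5% in A→A, 49.2% to 57.8% in A pairs and 79.3% to 83.6% in P pairs. The anterior share of A→P was lowest with the replicate number as a block (9.25%), although the A→P libraries share no stated preparation with the A libraries of their number. Under 7 alternative settings run on both groups, the anterior share was 45.8% to 82.6% in A→P and 19.5% to 47.7% in A→A, and it was higher in A→P under each. The difference between the groups depended on the number of libraries fitted. Reduced to 1 library, A→A gave 69.8% without replicate 1 and 45.2% without replicate 2, against 64.8% or 65.0% for A→P reduced to 1 library. Without any 1 of the A libraries, which was added after the data were seen, the anterior share was 0.972% to 1.11% in A→A and 32.5% to 36.4% in A→P. The difference in share between A→P and A→A was not tested.

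**Figure D3:**
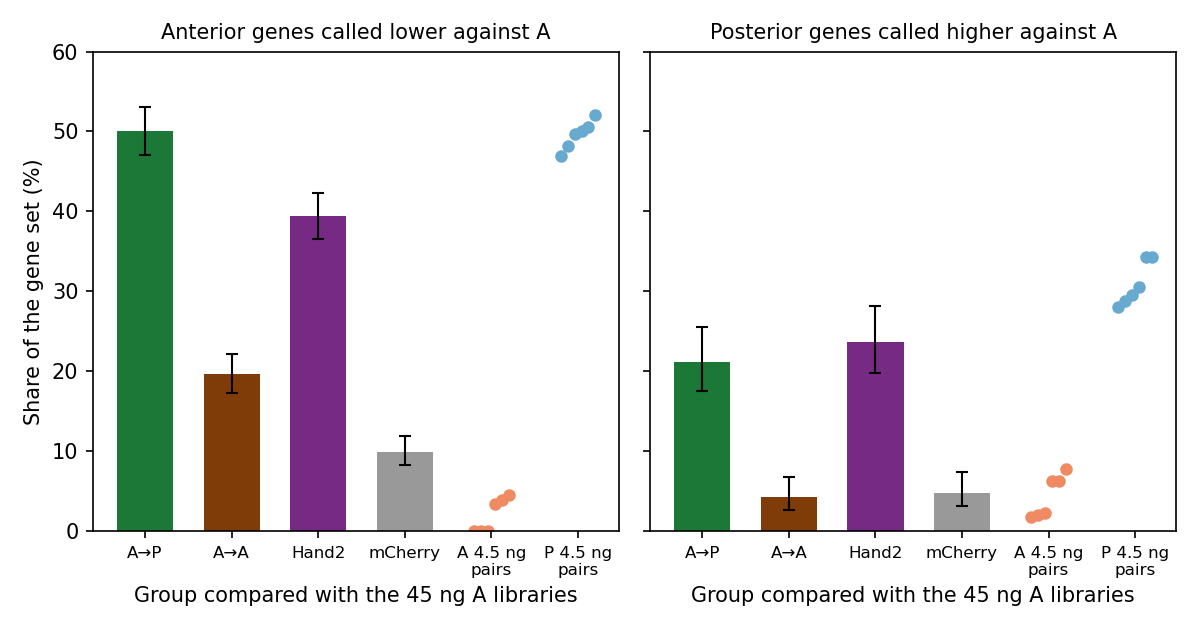
Share (%) of the 1087 anterior genes called lower (left) and of the 396 posterior genes called higher (right) than in the 45 ng A libraries; bars are groups with 95% Wilson intervals, and points are pairs of 4.5 ng libraries, with 6 pairs per side. A→P reaches 50% and 21.2%, A→A 19.6% and 4.29%, and no pair of A libraries exceeds 4.51% and 7.83%.

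The gene sets were tested between A→P and A→A, which share no library with the definition of the sets. On mean log2 CPM values, the 885 anterior genes had a median log2 fold change of −0.35, against 2.83 over all genes tested and 1.49 to 2.20 in 95% of matched random lists. Their mean was 0.06, so median and mean differ in sign. Relative to other genes they were lower in A→P under camera (p 3.48e-12, BH 1.39e-11), but fry, which tests the set on its own, gave p 0.83, and camera with an estimated correlation gave p 0.189. The median was 1.31 without A→A replicate 1 and 0.05 without A→P replicate 2, still under the medians of all genes (3.75 and 2.60). The 340 posterior genes had a median of 2.87, against 2.83 over all genes and 0.85 to 1.69 in matched lists (camera p 0.0319, BH 0.0638; fry p 0.106, BH 0.212). Without A→A replicate 1 or A→P replicate 2, camera gave p 0.204 and 0.534 for the posterior genes. Without A→P replicate 1 it gave p 0.0413, and without A→A replicate 2 p 0.000594 (median 1.02, against 0.33 over all genes). Neither set passed under fry after adjustment over the 4 set tests. With genes at 0 in a whole group set to their bound, the medians were −0.35 and 2.90, against 2.89 over all genes.

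Principal components were computed over the lower-input and transplant libraries. PC1 held 49.0% of the variance and PC2 21.4%. On PC1 the A→A libraries (23.9 and 72.4) lay apart from A (−15.3 to −13.6) and P (−11.7 to −9.86), and the A→P libraries (−2.78 and 7.56) lay between, beyond every A and P library. On PC2 the A libraries scored 15.9 to 27.0 and the P libraries −15.7 to −10.1. The A→P libraries scored −20.6 and −17.8, on the side of P, and the A→A libraries −2.08 and 10.3, between A and P. The distance of the A→P libraries to the mean of P was 36.3 and 26.2, less than to the mean of A (49.1 and 45.1). For the A→A libraries these distances were 49.5 and 86.6 to P and 52.6 and 88.6 to A. Of the 50 genes with the strongest PC2 loadings, 46 were anterior genes and 3 posterior genes. EGFP ranked 69 on PC2. Without A→A replicate 2 the axes changed their roles. PC1 then parted A (−18.5 to −12.1) from P (2.81 to 4.98), with A→P (13.1 and 15.9) and the remaining A→A library (14.2) beyond P. The A→P libraries were again nearer to P (25.7 and 18.6) than to A (33.6 and 30.9). With log2 CPM in place of the transformed counts, the A→A libraries scored 66.8 to 69.7 on PC2, beyond A (34.1 to 46.8) and not between A and P.

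**Figure D4:**
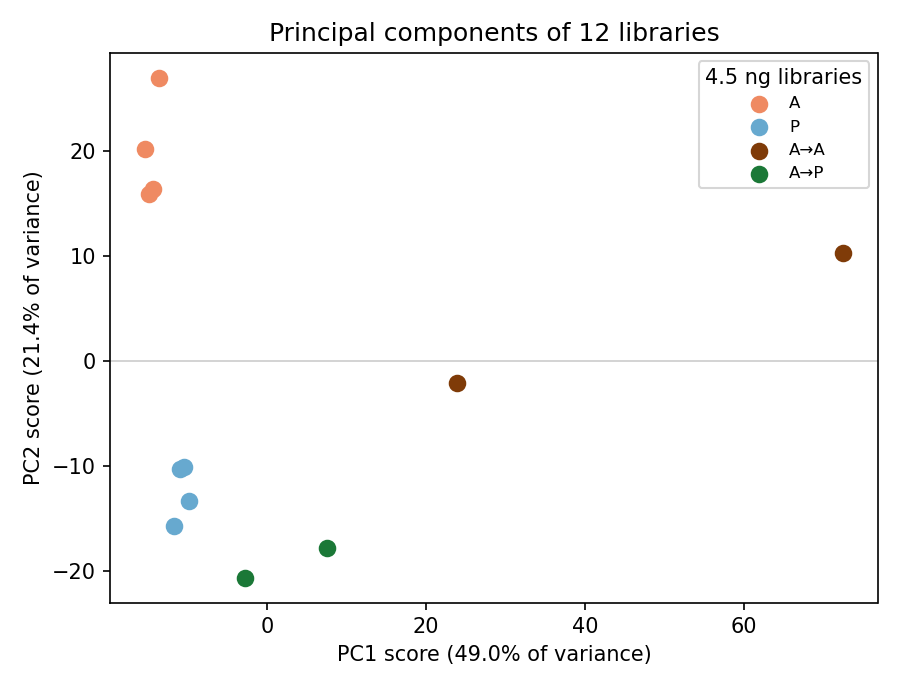
Scores of the 12 libraries of 4.5 ng on PC1 (49.0% of variance) and PC2 (21.4%), 1 point per library, coloured by group. A scores 15.9 to 27.0 on PC2, P and A→P score −20.6 to −10.1, and the A→A libraries lie apart on PC1.

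Hand2 misexpression was compared with mCherry alone to find genes that respond to the transgene in anterior cells. The mCherry–Hand2 limbs were those of weaker phenotype, so the values do not cover strong misexpression. edgeR called 0 of 16223 genes (smallest adjusted p 0.0936), with 1355 at an unadjusted p under 0.05, and DESeq2 called 1155. The mCherry replicate 1 library had the fewest genes of these groups. Without mCherry replicate 1, edgeR called 23 genes, and without mCherry replicate 2 it called 2398. edgeR called 1.03% of the genes simulated with a 4-fold or 8-fold change. Against A, Hand2 cells differed in 2728 of 18113 genes (1418 higher, 1310 lower) and mCherry cells in 436 of 17147 (190 higher, 246 lower). The Hand2 count was 1801 without A replicate 4. The mCherry count was 0 without any 1 of the A libraries, with 3660 to 3834 genes at an unadjusted p under 0.05, and 4008 or 6473 without mCherry replicate 1 or 2. RNA input, animal size, day and sort also differ between these groups and A. A cells were selected for Alx4:mCherry, and the misexpression cells for mCherry under the Prrx1 enhancer. Against lower-input A the Hand2 count was 593. The split of the mCherry count changed sides against lower-input A (331 higher, 85 lower), with 1 model over all 25 libraries (584 and 232) and without mCherry replicate 1 (2054 and 1954). Of the anterior genes, 39.4% were called lower in Hand2 cells (428 of 1087, 36.5% to 42.3%) and 9.94% in mCherry cells (108 of 1087, 8.3% to 11.9%). Of the posterior genes, 23.7% were called higher in Hand2 cells (94 of 396, 19.8% to 28.2%) and 4.8% in mCherry cells (19 of 396, 3.09% to 7.37%). Some genes moved the other way. Posterior genes were called lower at 10.9% in Hand2 cells and 4.04% in mCherry cells, and anterior genes higher at 5.06% and 0.92%. These shares were not tested against each other, and edgeR called 67% of simulated changes in Hand2 against A but 0% in mCherry against A. Without a threshold 79.9% of anterior genes were lower than in A in Hand2 cells and 77.5% in mCherry cells, and 60.1% and 46.5% of posterior genes were higher. In the direct comparison of Hand2 with mCherry, the median log2 fold change was 1.38 for 985 anterior and 1.12 for 362 posterior genes, against 1.44 over all genes (1.33 with DESeq2's size factors). In 95% of matched lists the median was 0.88 to 1.29 and 0.46 to 1.01, so both sets lay above matched lists and below all genes. Camera gave p 0.962 and 0.989, towards lower values, and fry gave p 0.178 and 0.0324 (BH 0.237 and 0.13), towards higher values. The medians were unaltered with genes at 0 set to their bound. Without mCherry replicate 1 the anterior and posterior medians were −0.03 and 0.29, against 0.03 over all genes. Without mCherry replicate 2 they were 2.68 and 1.82, against 2.86. The posterior median thus lay above that of all genes with 1 mCherry library and below it with the other.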

Values the study reported

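The study reported that 60.1% of the genes specific to the anterior blastema (578 of 961) went down in A→P transplants. It gave 22.5% (78 of 346) for genes specific to the posterior blastema that went up. The second principal component accounted for 25% of the variance among the transplanted and non-transplanted libraries in the study.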

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

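The tests on EGFP molecules, on posterior cells in lower-input A replicate 4 and on AMEX60DD045298 were chosen after the values had been seen. In groups of 4 libraries, 39 sets of values (totals, genes detected, reporters, named genes and scores) were searched for a library far from the others, and 3 were found. Chance gives about 1 in 20 such sets.

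EGFP was at 20.9 CPM in higher-input P replicate 4, against 8.8 to 10.3 CPM in the other 3 libraries, a log2 difference of 1.11. A purer posterior sort would raise the posterior genes as well. Their median log2 difference from the other 3 libraries was 0.01, within the −0.06 to 0.05 that the other libraries showed, which argues against this. The lower-input library of the same number was not the highest of its group (35.9 CPM, in a range of 20.7 to 43.5). A difference in the expression of the reporter itself and chance stay open, and no biological explanation was tested.

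EGFP was at 6.91 CPM in lower-input A replicate 4 (338 counts), against 0, 0 and 0.201 CPM in the other 3, while the higher-input library of the same number had 0 counts. No biological explanation was tested. At the EGFP level of P, posterior cells would have to make up 19.5% of that library. Such cells would bring their abundant transcripts. The 18 genes at least 4-fold higher in P at higher input and of at least 10 CPM there summed in this library to 10.5% of their sum in the lowest lower-input P library, with 13 of the 18 under the level that 19.5% would need. This argues against posterior cells at that share. A smaller share, of which few EGFP molecules happened to be captured, stays open. A candidate explanation is that few molecules were amplified into many reads: at 247 reads per molecule the 338 counts stand for 1.37 molecules. Reads carried over from another library were not tested.

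AMEX60DD045298, a gene higher in P, was at 13.1 CPM in lower-input A replicate 1 (352 counts), against 0, 0 and 0.0223 CPM in the other 3. At its level in the higher-input A libraries, 2.45 molecules would be expected in this library and at least 1.53 in each of the others. In 10000 draws of such molecule numbers for the 4 libraries, 1.48% had a gap as large relative to their range. The gene was picked out of 39 sets, so sampling of few molecules is not excluded, but the draws do not favour it. The estimate assumes a constant number of reads per molecule. Of the 9 genes called in opposite directions in P against A at the different inputs, 8 were also highest in this library, so RNA of other cells in it stays open. Few molecules and other cells cannot be told apart with so few molecules of this gene. No biological explanation was tested.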

How the results depend on the processing

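All alternatives were chosen before the data were examined, except that leaving out A or P libraries for the shares was chosen after seeing the data. The count for P against A at higher input stayed within 1.5 times 1483 under 15 of 16 alternatives, and no named gene changed direction in P against A or A→P against A. The causes of the changes listed here were not tested, except where the alternative itself gives one.

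With 1 model over all 25 libraries, which shares its spread over all groups, the calls were 167 for P against A at higher input, 1140 for A→P against A→A, 326 for A→P against A, 78 for A→P against P, 274 for Hand2 against mCherry, 568 for Hand2 against A, 816 for mCherry against A, and 27 and 9 for lower against higher input in A and P. The shares in A→P were then 82.6% of anterior and 33.3% of posterior genes, over fewer genes.

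DESeq2 called 629 genes in P against A at lower input, 1529 in A→P against A→A, 4301 in A→P against A, 6490 in A→A against A, 4074 in A→P against P, 1155 in Hand2 against mCherry, 4078 in mCherry against A, and 963 and 1778 between inputs in A and P. Its anterior share was 56.1%. With its size factors in edgeR, Hand2 against mCherry gave 1 call, and between inputs in A 85.2% of calls were higher, against 72.3%.

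The legacy method of edgeR called 137 genes in P against A at lower input, 0 in A→P against A→A, 3984 in A→A against A, 280 in mCherry against A and 40 between inputs in A. The filterByExpr filter gave 6 calls in A→P against A→A. Without any filter there were 51 calls in A→P against A→A, 1 in Hand2 against mCherry and 248 between inputs in A. Counts thinned to the smallest library gave 0 calls in A→P against A→A and 271 in mCherry against A, while the other counts of calls stayed within 1.5 times their value.

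With the lower-input libraries as comparators, 355 genes were called in A→P against A, 630 in A→A against A, 363 in A→P against P and 593 in Hand2 against A. With the replicate number as a block, which stands for a shared preparation only in A and P, the calls were 1597 in P against A at higher input and 274 at lower input. The block gave 45 calls in A→P against A→A, 166 in A→P against A, 86 in A→A against A, 0 in A→P against P, 1 in Hand2 against mCherry, 1317 in Hand2 against A, 10 in mCherry against A, and 506 and 615 between inputs in A and P. The shares in A→P were then 9.25% and 2.95%. The deposited counts number the A→P libraries differently from the labels, whose numbers the block uses, so its matching of A→P with other groups is arbitrary.

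At an adjusted p under 0.01 in both comparisons the anterior share in A→P was 35.0%, and by direction only the shares were 90.7% and 52.0%. In A→P against A→A, camera with an estimated correlation gave p 0.189 for the anterior genes (median −0.35) and p 0.621 for the posterior genes (median 2.87). For the posterior genes, camera gave p 0.0605 with the replicate block (median 2.87), p 0.0981 with the set from the lower-input libraries (median 3.44) and p 0.096 with set genes of at least 5 CPM (median 2.48). PC2 held 25.4% of the variance with the 500 most variable genes and 17.2% with log2 CPM, where the A→A libraries lay beyond A.

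Leaving out 1 replicate at a time gave 1165 to 1469 calls in P against A at higher input, 229 to 361 at lower input, 0 to 18 in A→P against A→A, 969 to 6225 in A→P against A, 23 to 10673 in A→A against A and 741 to 6606 in A→P against P. It gave 0 to 2398 calls in Hand2 against mCherry, 1801 to 2932 in Hand2 against A, 0 to 6473 in mCherry against A, 15 to 360 between inputs in A and 198 to 419 in P. The shares in A→P were 32.5% to 65.0% and 14.5% to 27.8%, with 64.8% and 65.0% of anterior genes when an A→P library was left out and 32.5% to 36.4% when an A library was. Where 1 library remained in a group, it was assumed to vary like the other groups.

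With 1 replicate left out at a time, the set medians ranged from −0.89 to 1.31 for anterior and 1.02 to 3.91 for posterior genes in A→P against A→A. The anterior median was above 0 without A→A replicate 1 (1.31) and without A→P replicate 2 (0.05). In Hand2 against mCherry the medians ranged from −0.03 to 2.68 and from 0.29 to 1.82. The lowest of each came without mCherry replicate 1 and the highest without mCherry replicate 2. PC2 then held 19.0% to 25.9%. Over all alternatives the posterior median in Hand2 against mCherry ranged from 0.27, with set genes of at least 5 CPM, to 2.08, with the set from the lower-input libraries.

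Of the named genes and reporters, the fold change in A→P against A was no longer called under 8 of 15 alternatives for mCherry, 2 for AMEX60DD056215 and 1 for EGFP. In P against A this held under 2 of 16 alternatives for mCherry. Alternatives without the sort genes left out the reporter rows only, since identifiers were not assigned symbols here, and alternatives for transcription factors were not run.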

Other observations

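The tests of RNA input and of molecule numbers on called genes, the comparison of A→P with A→A over anterior genes, the comparison of inputs and the test of PC1 were chosen after the results had been seen. The tests on abundant missing genes were prompted by values of 2 named genes that had been seen, and what they measure was written down before they were run. The count without the named genes and the expected molecules were added later. Only the count of splits was set out without regard to the results.

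For each comparison of at least 3 libraries per group, calls were counted for all splits of the same libraries into groups of the same sizes. The real split was the only one of 35 to give as many calls in P against A at higher input (1483, highest other 3), P against A at lower input (388, highest other 6), Hand2 against A (2728, highest other 0), lower against higher input in A (112, highest other 20) and lower against higher input in P (355, highest other 2), so 1 of 35 each. Among the 8 splits that part all 4 pairs of A and P libraries from one preparation, the highest other count was 0 at higher input and 3 at lower input. The remaining splits keep at least 1 pair together.

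The lower share of called genes at lower input may reflect the same differences measured with more noise. An interaction test for a difference between inputs in the effect of P against A called 0 genes without a block and 1 gene with the replicate number as a block, and 88.9% of the higher-input genes kept their direction. The 9 genes called in opposite directions at the different inputs are an exception, and 8 of them were highest in lower-input A replicate 1. In simulations edgeR called 44% of changed genes at lower input and 85% at higher input. The power of the interaction test was not measured. Without a block it called none of the 9 genes called in opposite directions. Its 0 calls therefore do not exclude differences between inputs in single genes. Libraries of the different inputs were probably made from the same cells, so their agreement does not test the differences in new cells.

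The transplant libraries differ from the higher-input A libraries in RNA input and in the number of molecules that reached the library. Lower input alone does not account for the anterior genes called lower in A→P: 6 pairs of lower-input A libraries gave at most 4.51%, against 50%. The estimated number of molecules was 248000 and 360000 in A→P and 198000 to 317000 in lower-input A, and the 3 pairs of lower-input A libraries with no more molecules than either A→P library also gave at most 4.51%. For posterior genes called higher, the A pairs gave at most 7.83%, against 21.2%. The methods do not split the replicates by input, so the lower-input A libraries probably come from the same cells as the higher-input ones. In that case the pairs leave out part of the spread between preparations.

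In A→A the yield was lower, at 162000 and 33400 molecules, with 235 and 950 reads per molecule. Loss of rare transcripts on its own would strike other genes of the same level in A as often. In lists of other genes matched on that level a median of 10.7% was called lower (upper end of the central 95% of lists 12.4%), against 19.6% of the anterior genes, which argues against few molecules as the source of the whole share with all libraries in the fit. The share itself depended on the number of libraries fitted. It was at most 1.11% without any 1 of the A libraries and rose without either A→A library. In A→P the matched lists gave 7.64%. These lists leave out that the anterior genes were picked for high values in the same A libraries.

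A loss shared by A→A and A→P would leave the anterior genes no lower in A→P than in A→A, and the values argue against it as the whole cause for genes detected in A→A. Of 448 anterior genes detected in both A→A libraries, 49.3% lay under both A→A values in both A→P libraries, against a median of 28.1% in matched lists of other genes (upper end of the central 95% of lists 31.9%). Of the 544 anterior genes called lower in A→P, only 192 were detected in both A→A libraries. For the rest this comparison says nothing, and 134 of the 544 had 0 counts in both A→A libraries. Of the 544 genes, 156 were also called lower in A→A, so a shared loss stays open for these. A change of positional identity, as the design poses it, stays open as an explanation of the difference. The injected cells were sorted as EGFP-negative and the hosts were unlabelled, so EGFP-positive A→P cells had gained EGFP unless that sort was impure. The sort of A→P cells for EGFP thus selected such cells, while A→A cells were selected for mCherry. How much of the difference comes from this selection was not separable with the libraries at hand, since A→P cells without EGFP were not profiled.

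A few abundant anterior genes were missing from A→A altogether. The pattern was noticed in AMEX60DD026267 and AMEX60DD028125, and the limits of 100 CPM and 1 CPM were chosen after that. Of 202 anterior genes of at least 100 CPM in A, 9 were under 1 CPM in both A→A libraries, against 3 of 1142 other genes. Without the named genes that prompted the comparison it was 7 of 200. No p is given, since the limits were chosen on these genes and the 9 genes were correlated. The 9 genes summed to 14900 ± 5410 CPM in A (SD, n = 4) and 0.0737 ± 0.0297 CPM in A→A (n = 2). They were also low in anterior cells that were not transplanted, at 341 ± 327 CPM in mCherry (n = 2) and 534 ± 363 CPM in Hand2 (n = 3). Too few molecules would remove other abundant genes as often, and 0.263% of these were missing, against 3.5% of the anterior genes without the named ones. At their level in A, at least 17.1 molecules of each of the 9 genes would be expected in A→A replicate 1 and 3.52 in replicate 2. These values argue against few molecules as the whole cause. A candidate explanation is that the sorted A libraries held cells that the transplants lacked, and that were rare in the misexpression groups too. Such genes should rise and fall together among A libraries. The SD over the higher-input A libraries of the mean log2 deviation of the 9 genes was 0.544, against a median of 0.121 and an upper end of the central 95% of lists of 0.239 for matched anterior genes. They were lowest in replicate 3 at both inputs, with a mean deviation of −0.81 at higher and −0.785 at lower input. Shared regulation within one kind of cell would give the same covariation and stays open, as do the differences in day, graft site and regeneration cycle between A and A→A. For the low values in mCherry and Hand2, the different sort marker (Prrx1 enhancer against Alx4) stays open too. Of the 9 genes, 5 were also under 1 CPM in both A→P libraries. For those 5 genes, a decrease in A→P against A may have the same source as in A→A.

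PC1 followed the number of genes detected over the 12 libraries (Pearson's r −0.928, permutation p 0.0039; Spearman's rho −0.329, permutation p 0.3; 1 relation computed). The relation rests on the A→A libraries, the 2 farthest from the median, since r was −0.0654 without them. The A→P libraries, with 13661 and 14969 genes, scored 7.56 and −2.78, beyond all A and P libraries (−15.3 to −9.86), so PC1 parted all transplant libraries from the others and not only A→A. Transplantation, or the day and other differences that go with it, thus stays open as a source of part of the scores. A low number of detected genes and what sets A→A apart from A→P (graft side and sort) cannot be told apart as the source of the higher A→A scores, because no other library of this input had as few genes.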
